A study of Mus musculus with 2 samples.

How the data were processed

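The data came from E14 mouse embryonic stem cells grown in serum with leukaemia inhibitory factor. The labels describe 1 library from cells transfected with a control small interfering RNA (siRNA) and 1 from cells transfected with siRNA against Son, named control and sonKD here. The cells were harvested a day after transfection, frozen, thawed and sorted for exclusion of the dye 7-AAD. They were then barcoded on the 10x Genomics Chromium system with Single Cell 3' v3 chemistry. The labels name different Illumina NextSeq models in different fields, so the instrument is left open. Groups were taken from the sample titles, and each group held 1 sample.

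The deposited matrices hold raw UMI counts per gene and barcode (a UMI, or unique molecular identifier, marks 1 captured molecule). Per the file headers, the authors made these counts with Cell Ranger 7.1.0. The values were whole numbers, and the files list every barcode with no selection of cells. The genome build, the annotation and the treatment of intronic reads are not stated in the headers or labels. Positions and gene structures are therefore given as in GENCODE M21 on GRCm38. Of the 32285 gene identifiers listed, 32235 occur in that annotation, and all 8066 genes used for ratios do.

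Cells were called per library by the order-of-magnitude rule, which keeps barcodes with at least 10% of the 99th percentile UMI count of the leading barcodes. Barcodes then needed at least 1000 genes and at most 10% mitochondrial UMIs. Doublets were scored per library with Scrublet as provided in scanpy 1.11.5. Scrublet called 0.0195% of control and 0.0364% of sonKD barcodes, which is under the minimum of 0.5% set for a working call. The barcodes with the highest scores were removed in its place, at the expected rate of 0.8% per 1000 cells, which came to 4.11% of control and 2.20% of sonKD barcodes. Doublets were therefore removed by rate and not by a working call. From 5000 UMIs the call worked in sonKD alone, so that alternative removed 20 sonKD barcodes by the call, or 0.782%, and 3.57% of control barcodes by rate.

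Counts were summed over the kept cells of each library and divided by the library sum and scaled to a common total to give CPM, the usual unit of relative abundance. Log2 ratios are sonKD over control, without a pseudocount, and a count under 3 was set to 3. Genes with a mean of at least 10 CPM over both libraries entered the spread, the gene lists and the gene properties. Intervals are at 95%: exact Poisson for sums of counts, exact binomial (Clopper-Pearson) for shares, and exact conditional binomial for ratios. For a share of 0, the limit that 3 counts would give is printed as well. All cover counting error only, and there are no replicates. With 1 sample per group no test was made, no p-value is given and no genes were counted as changed, because cells of 1 library are not replicates. The interval of a difference between shares combines the bounds of both shares as a root sum of squares.

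Each list median was ranked among 10000 random lists of the same size drawn from 20 bins of mean expression. Lists with fewer than 5 members at 10 CPM are given by gene only. The lists covered naive pluripotency, formative and primed pluripotency, 2C-like transcripts, primitive endoderm, trophectoderm, mesoderm and primitive streak, neuroectoderm, p53 targets, nuclear speckle proteins, SR splicing factors, nuclear long noncoding RNAs, genes named in earlier SON knockdown work, the integrated stress response with ER stress, the interferon response, immediate early genes with heat shock, S phase and G2/M phase. The named genes are Son, the 10 highest and the 10 lowest log2 ratios, the 2 members of each list farthest from 0, and Pou5f1, Sox2, Nanog, Malat1, Neat1, Srrm2, Cdkn1a and Mdm2 whatever their change. Of the 10 highest ratios, 1 is not reported. Any other gene is named with a statement that it was chosen after its values were seen.

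For phases, detection and variability, each cell was thinned at random to 4000 UMIs, the 10th percentile of the shallower library rounded down to a multiple of 500. Shallower cells were left out, 429 in control and 124 in sonKD. Phases came from the scanpy cell cycle scores of both libraries together. Cells with 2C-like transcripts needed at least 3 UMIs over 12 genes of the Zscan4, Tcstv and Usp17l families. Variability was the squared coefficient of variation of counts minus its Poisson part, for genes with a mean of at least 0.5 UMI per thinned cell in both libraries.

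Clusters were made from both libraries together without batch correction. Counts were scaled to 10000 per cell, and 2000 variable genes were used, without Son and the phase lists. The graph used 30 components and 15 neighbours, and Leiden clusters were taken at resolution 0.5. Sizes of joint clusters were compared only where the intervals of all 10 leading genes reached the range between the 5th and 95th percentiles of all ratios. Clusters of each library alone were matched to them by a shared leading gene and not held to that rule, which 3 of them failed. The rule was chosen after seeing the data, as was the choice to track 3 of the clusters across alternatives.

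Shared sequence is the share of 50-base words in the last 500 bases of a transcript that also occur in an annotated transcript of another gene, so sharing with unannotated copies is not covered. Droplets of 100 to 500 UMIs served as the measure of free RNA. Barcodes of 700 to 3000 UMIs with over 10% mitochondrial UMIs formed a further class, which was chosen after seeing the data.

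The cell filters, the list members, the named-gene rule and most alternatives were fixed before the data were examined. Those alternatives were barcodes with at least 5000 UMIs, at most 25% mitochondrial UMIs, doublets kept, TMM factors, CPM without mitochondrial and ribosomal protein genes, a mean of CPM per cell, subtraction of the free RNA profile at 5% of UMIs, a mean of at least 50 CPM, no filter on genes, a pseudocount of 1 CPM, thinning to the 25th percentile, no thinning, at least 10 UMIs for 2C-like cells, a mean of at least 2 UMIs for variability, resolution 1, and each library clustered alone. A limit of at most 5% mitochondrial UMIs and random lists matched on expression, GC content and length were added after seeing the data. The numeric limits by which the values of the closing tests were read were also set after seeing the data.

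The steps were tested on simulated data. With 200 changed genes simulated at the depth of these libraries, 95.4% of the intervals held the true log2 ratio, and the median absolute error was 0.034. These counts were simulated with counting error alone, so a share near 95% followed by construction. It does not cover differences between libraries. Of simulated lists without a shift, 2.5% fell outside the central 95%, and 98.0% of lists shifted by 0.2 did. These lists held 25 genes drawn at random, so the rates were not tested for smaller lists or for genes that vary together. Under a simulated length trend, all lists of short genes fell outside when matched on expression alone, and 7.0% did when also matched on GC content and length. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. TMM factors came from edgeR 4.0.16 in R 4.3.3. Splicing was not analysed here, since gene counts do not show it.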

Results

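Transcripts were counted in single E14 mouse embryonic stem cells after transfection with control siRNA or with siRNA against Son, which encodes a protein of nuclear speckles that binds RNA and takes part in splicing. Each group held 1 library, so there are no replicates and no difference given here has a replicate check. With 1 library per group, a difference between libraries and an effect of the knockdown cannot be told apart. The control library held 71046373 UMIs over 1408944 listed barcodes, and the sonKD library held 60352438 UMIs over 1400093. UMIs were found for 23320 of the 32285 listed genes in control and for 23018 in sonKD.

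The UMI minimum for a cell came to 1865 in control and 2402 in sonKD, which 6829 and 3907 barcodes passed. Of these, 6802 and 3903 also had at least 1000 genes. More than 10% mitochondrial UMIs were found in 1663 of them in control, or 24.4% (95% interval 23.4 to 25.5), and in 1157 in sonKD, or 29.6% (28.2 to 31.1). After removal of 211 and 60 barcodes as doublets, 4928 control cells and 2686 sonKD cells were kept. The kept cells held 38978134 UMIs in control and 31097254 in sonKD, which were 54.9% and 51.5% of all UMIs. Median depth was 7606 UMIs and 2837 genes per control cell, against 11506.5 UMIs and 3468 genes per sonKD cell. At an equal depth of 4000 UMIs, the median fell to 1884 genes in control and 1795.5 in sonKD.

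The comparison of the siRNA target itself asks how far Son RNA was lowered. Son (ENSMUSG00000022961) lies on chromosome 16 of GRCm38 from 91647506 to 91679221, with 12 exons, and overlaps Donson on the opposite strand. It had 6632 UMIs in control and 3302 in sonKD, or 170 CPM (166 to 174) and 106 CPM (103 to 110). The log2 ratio was -0.68 (-0.74 to -0.62), which put Son in sonKD at 62.4% of control (59.8 to 65.1). All 200 genes matched to Son on level, GC content and length had a higher ratio, with a central 95% of -0.38 to 0.03. TMM factors moved the Son ratio most, to -0.59. In cells thinned to 4000 UMIs, a Son UMI was found in 47.8% of control cells (46.3 to 49.3) and 31.5% of sonKD cells (29.7 to 33.3). Without thinning these shares were 69.3% and 59.5%. No cell type without Son was at hand as a background, and the free RNA of droplets with 100 to 500 UMIs held Son at 77.1 CPM in control and 27.9 CPM in sonKD.

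**Figure D1:**
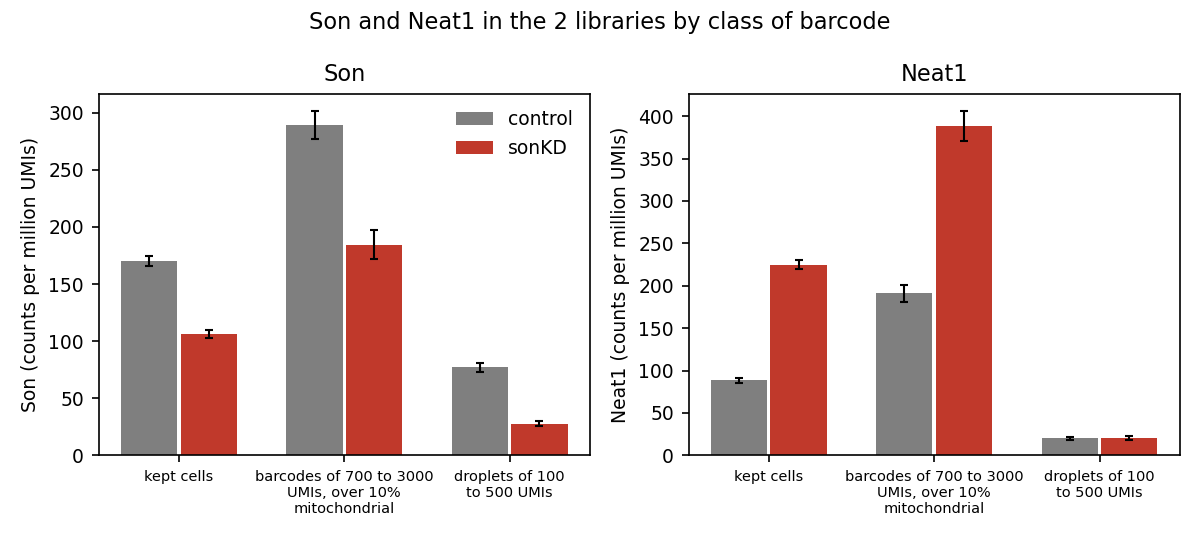
Son and Neat1 in CPM (vertical axes) for control (grey) and sonKD (red) in 3 classes of barcode, with bars starting at 0 and exact Poisson 95% intervals for counting error only. Son was lower in sonKD in all 3 classes, and Neat1 was higher in kept cells and in barcodes with over 10% mitochondrial UMIs.

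Across the 8066 genes with a mean of at least 10 CPM, the 5th percentile of the log2 ratio was -0.40 and the 95th was 0.25, a distance of 0.65. The median was -0.12, and ribosomal protein genes took 20.7% of UMIs in control and 24.1% in sonKD. Mitochondrial genes took 3.85% and 4.19%. The median counting interval of a gene was 0.22 wide on the log2 scale. Pearson's r of log CPM between the libraries was 0.991 across genes, which are not independent replicates. Without a filter on genes the distance rose most, to 1.38. TMM factors shifted the median ratio by 0.093 to -0.02, and the other scalings shifted it by less than 0.1 as well.

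The highest log2 ratio was that of Hist1h2ap (ENSMUSG00000094777; chromosome 13, 21833026 to 21833507) at 2.41, from 28.0 CPM in control (26.3 to 29.7) to 148 CPM in sonKD (144 to 152). Among the other highest ratios were Rpl29 at 1.98, Rps27 at 1.77, Gm10076 at 1.62, Gstp1 at 1.48, Hist1h2ae and Polr2l at 1.41, Rps2 at 2.64-fold of control and Rpl9 at a log2 ratio of 1.39. Of these 9 genes, all but Polr2l shared at least 56.0% of their 3' end sequence with another annotated gene, so their counts depend on how such reads were assigned. Polr2l shared 5.49%. At the other end, Ifrd2 (ENSMUSG00000010048; chromosome 9, 107587642 to 107593385) had a ratio of -1.09 (-1.23 to -0.95), from 38.8 CPM to 18.3 CPM. Prrc2a followed at -1.07, Ccdc22 at -1.06, Lmnb2 at -1.02, Pigt and Fam173a at -0.99, Metrn, Amdhd2 and Vars at -0.95 and Idh2 at -0.93. Among these, Ccdc22 shared 52.7% and Fam173a 93.4% of their 3' end sequence, and the others shared none. The ratios given here for both ends kept their sign under each alternative tried.

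**Figure D2:**
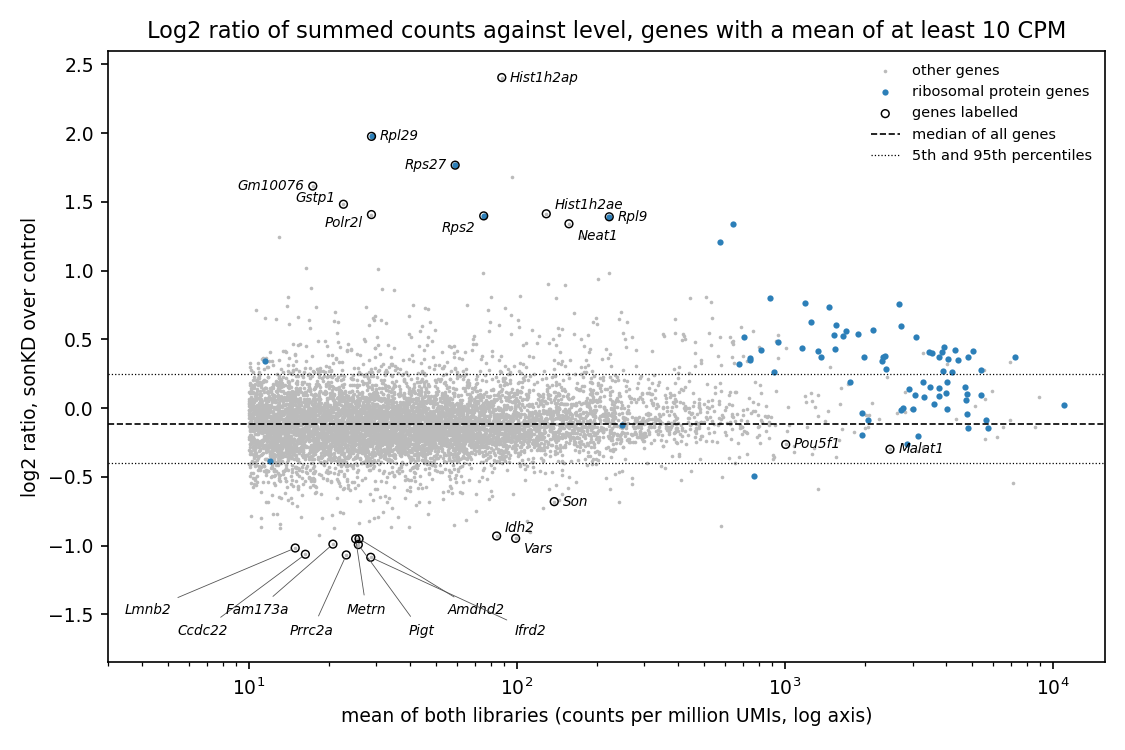
Log2 ratio of sonKD over control (vertical axis) against the mean CPM of both libraries (horizontal log axis) for 8066 genes, with ribosomal protein genes in blue, labelled genes circled, the median dashed and the 5th and 95th percentiles dotted. Son lies at -0.68, below the 5th percentile of -0.40, and Neat1 at 1.34 lies above the 95th percentile of 0.25.

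Genes named in advance covered pluripotency, nuclear RNA and the p53 response. Pou5f1 had a log2 ratio of -0.26 (-0.29 to -0.24), Nanog -0.16 (-0.21 to -0.10) and Sox2 -0.06 (-0.10 to -0.02). The sign of the Sox2 ratio depended on the scaling, since TMM factors gave 0.034, and the gene overlaps Sox2ot on the same strand. Malat1 fell by 0.30 (-0.31 to -0.29). Neat1 (ENSMUSG00000092274; chromosome 19, 5824708 to 5845478) was at 88.7 CPM in control (85.8 to 91.7) and 225 CPM in sonKD (220 to 230), a ratio of 1.34. Srrm2 had a ratio of 0.05 (0.02 to 0.07). Mdm2 had a ratio of -0.14 (-0.19 to -0.08), and Cdkn1a had -0.08, with an interval of -0.17 to 0.02 that included 0.

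Gene lists were ranked by their median ratio among random lists of like expression, to ask which programmes differed from other genes. Of the 13 lists with at least 5 members at 10 CPM, 4 lay outside the central 95% of random lists. The p53 targets had a median of 0.02 (percentile 99.99, 29 genes), with 15 genes higher and 14 lower in sonKD, and their farthest members were Perp at 0.45 and Rps27l at 0.42. The sign of that median was not stable, since it was -0.0094 with at most 5% mitochondrial UMIs and -0.080 at a mean of at least 50 CPM. At a mean of at least 50 CPM, with 8 genes left, their percentile was 60.6, which was the largest move of any of the 4 lists. The G2/M list had a median of -0.17 (percentile 0.59, 54 genes), with Birc5 and Cdca3 both at -0.37. Primitive endoderm genes had a median of -0.32 (percentile 0.34, 6 genes), with Col4a1 at -0.37 and Lamb1 at -0.35. The genes named in earlier SON knockdown work had a median of -0.25 (percentile 2.29, 9 genes), with Med24 at -0.42 and Prdm14 at -0.37. That list lay inside the central 95%, at percentile 6.88, once the random lists were also matched on GC content and length.

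The other 9 lists lay inside that range. Naive pluripotency genes had a median of -0.11 (percentile 29.2), with Prdm14 at -0.37 and Nr5a2 at -0.33. Formative and primed genes had a median of -0.10 (percentile 65.6), with Pou3f1 and Sox4 at -0.30. Nuclear speckle proteins had a median of -0.12 (percentile 16.4), with Sart1 at -0.46 and Clk2 at -0.37. For SR splicing factors the median was -0.15 (percentile 9.22), with Srsf6 at -0.41 and Srsf9 at -0.26. The list of nuclear long noncoding RNAs, whose place in the cell was not measured, had a median of -0.06 (percentile 83.0). Its farthest members were Neat1 at 1.34 and Snhg8 at 0.87. The integrated stress response with ER stress had a median of -0.03 (percentile 96.6), with Chac1 at -0.43 and Sesn2 at -0.36. TMM factors raised the medians of both these lists, and that of immediate early and heat shock genes, above 0, so the rank and not the sign is read. The stress list passed the upper limit under 3 alternatives, at most at percentile 98.1. Interferon genes had a median of 0.01 (percentile 90.8), with Stat2 at -0.20 and Irf1 at 0.19. For immediate early and heat shock genes it was -0.03 (percentile 79.6), with Egr1 at -0.51 and Hsp90aa1 at -0.21. The S phase list had a median of -0.13 (percentile 24.3), with Uhrf1 at -0.59 and Cdca7 at 0.56. Lists with under 5 members are given by gene. Ddit4l was the only 2C-like list member at 10 CPM, at 0.42. Of 3 trophectoderm genes, 2 were higher and 1 was lower, with Krt18 at 0.74 and Krt8 at 0.21. Nodal, from the mesoderm and primitive streak list, was at -0.41. Of the neuroectoderm list, Ncam1 was at -0.38 and Tubb3 at -0.05 (-0.15 to 0.06).

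**Figure D3:**
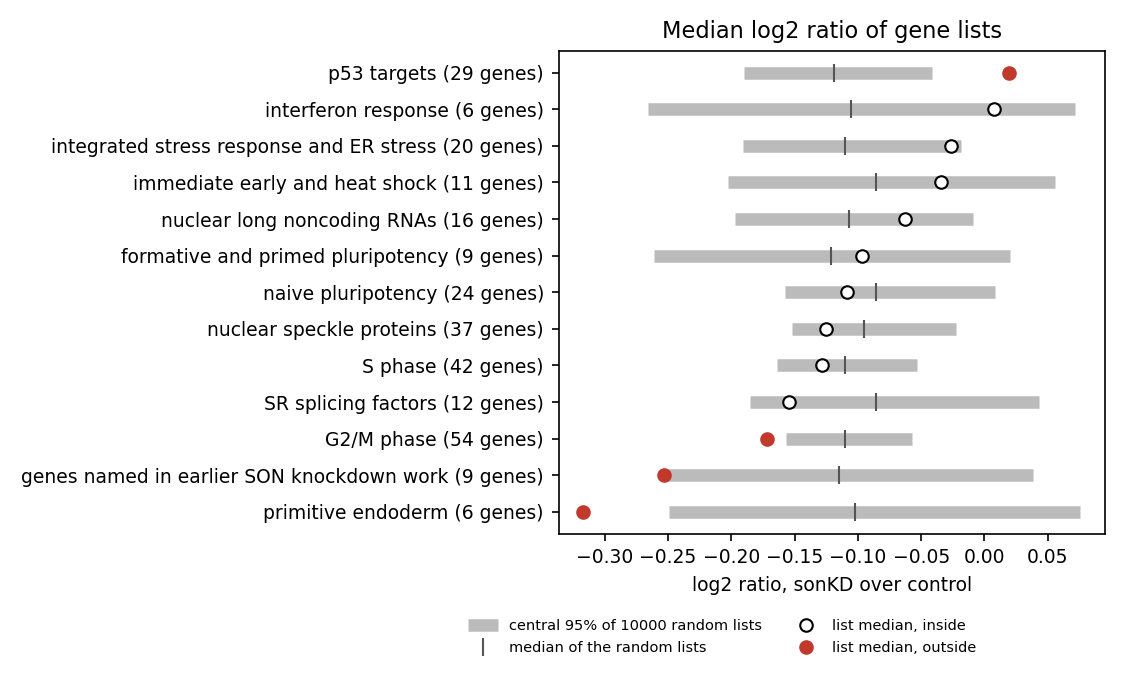
Median log2 ratio of sonKD over control (horizontal axis) for 13 gene lists (vertical axis), against the central 95% (grey bars) and median (ticks) of 10000 random lists of like expression. The 4 filled points lie outside the bars: the p53 targets at 0.02 above, and the G2/M list at -0.17, the earlier SON list at -0.25 and primitive endoderm at -0.32 below.

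Ratios were set against gene structure because SON takes part in splicing and because such trends also reveal technical bias. Spearman's rho across genes, which are not independent replicates, was -0.29 with transcript length, -0.30 with the number of exons and -0.023 with GC content. These are 3 relations of 1 family, and no p-value is given. The decile of genes with the shortest transcripts had a median ratio of 0.04 and that with the longest -0.18. Within deciles of transcript length, mean rho was -0.11 with GC content and -0.18 with the number of exons. The relation with GC content changed sign to 0.033 at a mean of at least 50 CPM, where rho with length was -0.36.

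In thinned cells, 4499 in control and 2562 in sonKD, cell cycle phases were compared. The S phase share was 51.1% in control and 51.0% in sonKD, a difference in percentage points of -0.085 (-2.53 to 2.36) that was not detectable at this depth. G2/M held 47.4% and 45.4%, a difference of -2.01 (-4.45 to 0.43) that also included 0. Under 2 alternatives the interval lay below 0, with -3.75 (-6.11 to -1.37) from 5000 UMIs, where doublets were removed by different means in the libraries, and -2.98 (-5.46 to -0.48) at the 25th percentile depth. G1 held 1.53% (1.20 to 1.94) and 3.63% (2.94 to 4.43), a difference of 2.10 (1.30 to 2.96). The G1 difference was smallest at 0.51 with at most 5% mitochondrial UMIs. Without thinning, S phase held 61.7% and 62.2%, G2/M 36.2% and 34.3%, and G1 2.07% and 3.54%. With doublets kept at the same depth of 4000 UMIs, S phase held 61.8% and 60.4%, and G2/M 37.1% and 36.2%. The S phase and G2/M shares thus moved by more between settings than between libraries, also where the depth of thinning was unchanged. The G1 shares of both libraries also moved with the mitochondrial limit, for which the depth of thinning changed too. They were 0.226% in control and 0.731% in sonKD at 5%, and 4.08% and 6.18% at 25%.

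Cells with 2C-like transcripts, a rare state of such cultures, were sought in both libraries. None of the 4499 thinned control cells had 3 UMIs of the 12 genes, which allows a share of up to 0.0667% by a limit of 3 counts, and 0 of 2562 sonKD cells did, which allows up to 0.117%. The upper bounds of the exact binomial intervals were 0.0820% and 0.144%. All kept cells together held 0 UMIs of these genes in control and 1 in sonKD, and the droplets held 0. These genes are close paralogs, so reads that match several of them may be missing from the counts.

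Cell-to-cell variability was compared over 1203 genes. The median log2 ratio of excess squared variation was 0.15 over the 1141 genes with a positive excess in both libraries, with quartiles at -0.23 and 0.63. It moved most at a limit of 5% mitochondrial UMIs, to 0.070.

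Both libraries together gave 6 clusters, none of which had 3 markers of a cell type among its leading genes, so all stay unnamed. Cluster 1, led by Gli2 and Malat1, held 32.6% of control cells (31.3 to 33.9) and 13.9% of sonKD cells (12.6 to 15.3), a difference of -18.7 percentage points. That difference depended on the joint clustering. With each library clustered alone, the cluster that Gli2 led held 36.1% of control and 35.0% of sonKD cells, a difference of -1.14 (-3.40 to 1.13). Cluster 5, led by AY036118 and Lncenc1, held 8.36% (7.60 to 9.17) and 13.7% (12.4 to 15.1), and clusters of each library alone with these genes in the lead held 10.7% and 14.6%, where Myl4, which differed between the libraries, was among the leading genes in sonKD. Cluster 6, led by P2rx7, held 8.42% (7.66 to 9.23) and 7.07% (6.13 to 8.11). With each library alone, the clusters with P2rx7 among their leading genes were not alike. The control cluster held 6.43%, beside a separate cluster led by Ano3 with 14.5%, and a single sonKD cluster with both genes held 27.0%, so no direction is read from these. Clusters 2, 3 and 4 were led in part by genes whose own ratios differ between the libraries, so their shares are not compared as cell states. They held 29.9%, 8.24% and 12.5% of control cells and 5.25%, 38.7% and 21.3% of sonKD cells. A cluster mostly of 1 library may be that library and not a type of cell.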

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

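The test at a common UMI minimum was chosen after the result was seen.

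Barcodes with more than 10% mitochondrial UMIs, which the comparisons of the report leave out, were a larger share in sonKD, at 29.6%, than in control, at 24.4%, among barcodes past the UMI and gene minimums. Attention was drawn to this share because it lies outside the main measurement and above its level in the control library. The libraries had different UMI minimums, which may shift such a share. At a common minimum of 2500 UMIs, however, the share was 27.9% in sonKD (26.5 to 29.4) and 11.2% in control (10.4 to 12.02), which argues against the minimums as the cause. At a minimum of 700 UMIs the shares were 49.2% and 46.8%, and at 5000 UMIs they were 3.07% and 0.335%. The size of the gap thus depended on the minimum. Cells of sonKD were also deeper, with a median of 11506.5 UMIs against 7606, so a common minimum reaches relatively lower into that library, and this difference in depth stays open. Damage from transfection, freezing, thawing or sorting that differed between the preparations stays open too and was not tested. An effect of the knockdown on cell survival is a biological explanation that was not tested, since each group held 1 library.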

How the results depend on the processing

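The alternatives of at most 5% mitochondrial UMIs and of random lists matched on GC content and length, and the tracking of 3 clusters, were chosen after the result was seen. No paired analysis was possible because both samples carry replicate number 1 and each group held 1 sample, so no test was made.

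For 30 results, Son among them, 222 values were computed under alternatives. Of these, 190 counted as unchanged, 21 moved and 2 reversed. Unchanged mostly meant inside the counting interval or on the same side of the limit. For cells kept and the number of outlying lists it meant within a fixed factor of the main value. For the shares of 2C-like cells it meant a count of 0, which most alternatives could not change. A further 6 were values of the 4 outlying lists that came back inside the central 95%, and 3 were values of the integrated stress list that passed out of it. For 58 named genes other than Son, 606 values gave 560 inside the counting interval, 44 outside it with the same sign and 2 outside it and reversed. Values at 50 CPM and with no filter equal the main value of a gene by construction, and all are among the 560. TMM factors also changed the sign of Cdkn1a, to 0.016, and Tubb3, to 0.047, inside intervals that included 0. The largest move of a named gene was 0.15. At 50 CPM, 32 named genes had no value. Primitive endoderm and the earlier SON list had under 5 members at 50 CPM and gave no value there.

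TMM factors gave Son -0.59 and Sox2 0.034, and put the earlier SON list at percentile 2.69. CPM without mitochondrial and ribosomal protein genes gave Son -0.61, Sox2 0.015 and a spread of 0.663. Both scalings divide by another total, which moved all ratios alike and took Sox2 past 0. Son stayed negative under all 8 alternatives tried for it.

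The spread, 0.651 in the report, was 0.663 for barcodes with at least 5000 UMIs, 0.666 for the mean of CPM per cell, 0.629 with the pseudocount and 0.70 at 50 CPM. It was 1.38 with no filter, where genes with few counts add counting error.

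At 50 CPM the p53 targets lay at percentile 60.6 with 8 genes and the G2/M list at 2.88 with 43, and 0 of the 9 lists left lay outside. Fewer genes entered by construction. The same filter gave rho of 0.033 with GC content, a reversal, -0.36 with length and -0.37 with exons, and the cause was not tested. With at most 5% mitochondrial UMIs, primitive endoderm lay at 3.99 and the earlier SON list at 2.76, and 2 of 13 lists lay outside. The G1 difference there was 0.51 percentage points. Matching on GC content and length put the earlier SON list at 6.88. The integrated stress list lay at 98.1 with at most 25% mitochondrial UMIs, 97.9 with doublets kept and 97.7 with no filter. The cause was not tested for any of these.

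Variability has no counting interval, so each alternative counts as a move. It stayed above 0, at 0.156 from 5000 UMIs, 0.133 at 25% mitochondrial UMIs, 0.168 with doublets kept, 0.189 at the 25th percentile depth, 0.074 from a mean of 2 UMIs and 0.070 at 5% mitochondrial UMIs.

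The difference of the cluster with Gli2 among its leading genes was -1.14 percentage points with each library alone. At resolution 1 it was -10.8, but there Auts2 led the cluster and other leading genes, such as Ntn1, led a separate one. That of the cluster with P2rx7 changed sign to 20.5 with each library alone, where the sonKD cluster also took the cells that Ano3 led, so unequal clusters were set side by side. The cluster led by AY036118 and Lncenc1 kept its direction under both. Cells with 2C-like transcripts stayed at 0 in both libraries under all alternatives. Kept cells held 0 UMIs of these genes in control and 1 in sonKD. Alternatives that only thin or select among kept cells could therefore not give such a cell, and nothing is read from them. The upper bounds given follow from the number of cells and do not cover reads missing from the counts.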

Other observations

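The tests of Son dispersion, of GC bias among the lowest genes, of length bias, of nuclear RNA for Neat1, of S phase for histone genes, of lists matched on GC content and length, and of cells with at most 5% mitochondrial UMIs were chosen after the result was seen. None of the explanations below separates the knockdown from other differences between 2 libraries, so an effect of the knockdown stays open, as untested, for each pattern.

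Son was lowered further in free RNA than in cells. In droplets the log2 ratio was -1.47 (-1.62 to -1.32), and the difference from cells was -0.79. Only 1 of the 1989 genes of like level lay lower, with a central 95% of -0.43 to 0.17, which argues against a general difference between free RNA and cells. These genes were matched on level alone. In control, Son was at 289 CPM in barcodes with over 10% mitochondrial UMIs, 170 CPM in kept cells and 77.1 CPM in droplets. Malat1 and Neat1 fell in that order too, and Actb did not. A difference bound to genes spread in this way was not tested and stays open. For Son, barcodes with over 10% mitochondrial UMIs gave -0.65, close to kept cells. Son counts also varied more over cells in sonKD, at percentile 94.0 of genes of like mean, against 56.0 in control. The higher variation could come from a knockdown of uneven depth over cells, which may leave some cells with much Son. That idea was formed on the same values and was not tested against the free RNA. The free RNA could stem from other cells than those kept, which was not tested.

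Genes that share 3' end sequence led the highest ratios. Of 206 genes with at least 50% shared sequence, 20.4% lay farther than 0.5 from the median ratio, 37 higher and 5 lower, against 2.53% of 7193 genes with none. Sets without shared sequence matched on level and length gave 7.77% (4.85 to 11.7). However, 40 of the 206 were ribosomal protein genes, with a median of 0.37, and the sets were not matched on that class. The 166 others had a median of -0.064, against -0.12 for such genes with no shared sequence. How much of the excess comes from sharing was thus not separated from that class. Reads shared between paralogs or pseudogenes and counted differently in the libraries may explain part of the top of the ranking, which stays open. They do not explain ribosomal protein genes as a class. Their median was 0.35 over 82 genes and 0.34 over the 18 with no shared sequence, and rho with sharing was 0.15, inside its random range of -0.21 to 0.22. TMM factors and CPM without mitochondrial and ribosomal protein genes raised all ratios, so these medians stayed above 0 under both.

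Ratios fell with transcript length. In the 119 single-exon genes, which are not spliced, rho was -0.27, inside the range of -0.45 to -0.11 for sets of multi-exon genes of that size. A length bias between the libraries would give such a trend, but these genes cannot decide it. They include short genes with high ratios: Hist1h2ap (482 bases, 2.41), Hist1h2ae (704 bases, 1.41) and Gm10076 (384 bases, 1.62). Bias by length does not explain histone genes, as given below, and rho was not computed without them. A role of splicing thus stays open. The mean rho of -0.18 with the number of exons within deciles of length leaves a part that length alone does not cover.

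The 100 genes with the lowest ratios had a median GC content of 56.9%, against 49.5% over all genes, and a median transcript length of 2014 bases against 2939. The decile with the highest GC content had a median of -0.15, close to the -0.12 of all genes, but a trend of -0.11 (mean rho) remained within deciles of length. After the median of genes of like GC content and length was subtracted, the 100 lowest genes still had a median GC content of 55.6%, against 48.1 to 51.4 in genes of like level. This argues against a common GC trend as the whole cause, while a bias that affects some GC-rich genes more than others stays open. The 100 lowest genes had short introns. The median of the mean intron length was 666 bases, against 1200 to 1971 in genes matched on level, GC content and length. Short introns may therefore mark the genes that fell, as a loss of splicing of such introns could produce. The 100 highest genes also had shorter introns than all genes, at 1287 bases against 2651, but were not compared with matched genes. Short introns may thus mark genes at both ends and not only those that fell. This was seen in the tails alone. Over genes with both high GC content and short introns the median was -0.19 (218 genes), and rho with intron length over all genes was 0.017. Gapdh, chosen after its values were seen, fell by 0.86 in cells, 0.76 in barcodes with over 10% mitochondrial UMIs and 0.71 in droplets, and shares 90.1% of its 3' end sequence.

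Lists matched on GC content and length put the p53 targets at percentile 99.98, the G2/M list at 0.32 and primitive endoderm at 0.99, which argues against bias by GC content or length for these 3. The earlier SON list came inside at 6.88, so such a bias may account for it. For the p53 targets, more cells of the cell states that use these genes is a further explanation. Within clusters made without the list, 3 of 5 clusters had its median inside the central 95% and 2 had it outside, at percentiles 98.7 and 98.9. The shares of these clusters went both ways. The cluster led by P2rx7, with Mdm2 and Trp53inp1 among its leading genes, was not larger in sonKD, at 7.93% (6.94 to 9.02) against 8.64% (7.87 to 9.46). The cluster led by Ano3 was, at 18.2% against 10.6%, but S100a6 among its leading genes differed between the libraries. In the joint clusters at resolution 1, for which the list was not left out, the cluster led by Ano3 had no such leading gene. It held 7.75% of control cells (7.02 to 8.53) and 11.5% of sonKD cells (10.3 to 12.8). The cluster led by P2rx7 there went the other way, at 9.13% and 7.78%. Whether a shift in cell states explains part of the list result thus stays open. Of the clusters made without the list, a sixth had 25 control cells, too few to test. It held 595 sonKD cells or 22.2% of that library, so the test leaves this part open. Mdm2 lay below 0, and the interval of Cdkn1a included 0. The intervals of Mdm2 (-0.19 to -0.08) and Cdkn1a (-0.17 to 0.02) both included the median of all genes, -0.12. Neither gene is thus read as higher or lower than other genes.

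Neat1 was higher in kept cells at 1.34 and not in droplets, at 0.05 (-0.16 to 0.26). More nuclear RNA in sonKD cells would raise other nuclear transcripts alike. Of the 9 other members of the nuclear long noncoding RNA list with at least 50 CPM, the highest was Gas5 at 0.63. That lies below the lower limit of 1.28 for Neat1. The list was made by name, and the place of these RNAs in the cell was not measured. The rise of Gas5 is therefore not read as a sign of nuclear RNA. Malat1 at -0.30 and Rian at -0.29 had intervals below the median of all genes. The values of Malat1 and Rian argue against more nuclear RNA as the whole cause, while a part in the rise of Neat1 stays open. Neat1 shares no 3' end sequence with another gene. A response of Neat1 to the loss of Son is a hypothesis that these data leave open.

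Histone genes, a class chosen after the values were seen, had a median of 0.46 over 11 genes, 9 higher and 2 lower, from -0.28 to 2.41. The 6 without shared sequence had a median of 0.32. More S phase cells would raise them, but the S phase share differed by -0.085 percentage points (-2.53 to 2.36). Under alternatives the difference ran from -1.45 with doublets kept to 1.73 with at most 5% mitochondrial UMIs, and each interval included 0. More S phase cells were thus not detected, but a difference within these intervals stays open. Bias by GC content or length would put them inside matched lists, and they lay at percentile 100 (central 95% of -0.19 to 0.10). Shared reads could still raise the highest of them, but the 20.4% above includes ribosomal protein genes and does not settle this. Most histone transcripts lack a poly(A) tail, so a change in how many carry one stays open and was not tested.

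Variability over cells was higher in sonKD. With at most 5% mitochondrial UMIs the median log2 ratio was 0.070, lower than 0.15 but above 0. Damaged cells among those kept and other causes cannot be told apart, because this value has no replicate spread and moves with the set of genes and cells.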
